A study of Mus musculus with 30 samples. Its data were reported in "Calorie restriction outperforms bariatric surgery in a murine model of obesity and triple-negative breast cancer" (2023).

How the data were processed

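Tumors of 5 groups of female C57BL/6NCrl mice were measured, 6 per group and 30 in all, on 1 array each. Per the labels each tumor was excised from a mouse of its own number, and no pairing or batch was given. The authors extracted RNA by bead beating in TRIzol and a column kit, labelled it with the WT PLUS kit, hybridized it to Mouse Clariom S arrays in a 96-format peg plate and scanned them on a GeneTitan instrument. The deposited values are log2 expression levels that the authors made by signal space transformation with robust multi-array averaging (SST-RMA) in the Transcriptome Analysis Console 4.0.2. They were used as deposited, with no further normalization in the first analysis. The table held 22206 probe sets with 0 missing values. Arrays have no read depth and no detection p-value came with the values, so precision rests on the number of arrays, and low values such as those of Retn, Retnlg and Cyp2e1 in DIO-HFD lie near the bottom of the scale.

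Probe sets were named with the probe table used here, in which 19572 had a single gene symbol, 0 had several and 2634 had none. All 19572 gene identifiers were found in the RefSeq gene table. Where 55 symbols had more than 1 probe set, the brightest was kept, which left 19505 genes. The genome build of the array design is not given in the sources used here. Of the named genes 0 had more than 1 probe set. Some genes of the panel and of the lists were not analysed here. Probe sets without a gene name were not used in the lists.

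Genes were tested with limma 3.58.1 in R 4.3.3. A mean per group was fitted over all 30 arrays with 25 residual degrees of freedom, and standard errors were moderated by empirical Bayes without trend or robust weights (prior degrees of freedom 3.43). All 10 comparisons between groups were made, and an F-test over all groups. P-values were adjusted by the method of Benjamini and Hochberg, and genes with an adjusted p under 0.05 were said to have passed. Values after ± are standard errors of a difference unless SD is written. The 5% level was also used for lists and pathways.

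Of 34 gene lists fixed in advance, 33 had at least 8 measured genes and were tested, with all 19505 genes ranked by the signal-to-noise ratio of GSEA (SD of at least 0.2 times the mean, 12 arrays of the groups compared) in fgsea 1.28.0 with eps 1e-10. The lists cover immune cells and their signals, the cell cycle, extracellular matrix, and metabolic, stress and hormone pathways. Markers of tissues that a tumor in the fat pad could hold were included, namely adipocytes, adipose stromal fibroblasts, skeletal muscle, mammary epithelium, lymph node tissue, endothelium and red blood cells. Of 1457 Reactome sets, 691 with 15 to 300 measured genes were tested with camera from limma. The preset correlation of 0.01 between genes of a set treats them as almost independent, while an estimated correlation allows for genes that vary together between tumors and calls fewer sets. Where the report gives a value after an adjusted p as "and 0.187", it is the adjusted p of the list by camera with an estimated correlation. The fry test asks whether the genes of a set move on balance one way against no change at all. Lists and the rule for naming genes were fixed before the data were examined.

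Genes named in the report are the 20 with the largest change among those that passed in each comparison with DIO-HFD, 2 to 4 genes with the smallest p of each list described, the 10 measured genes of a panel of 12 (Cd8a, Gzmb, Ifng, Cxcl9, Cd274, Adgre1, Mki67, Col1a1, Adipoq and Lep), and 5 genes for each other comparison. Gene models without a proper name were passed over for the next gene. Mup2, Mup19 and Mup22 are near-identical, so their separate values are uncertain.

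Both tests were tried on simulated independent genes, CON-LFD against DIO-HFD. In 10 draws with 200 changed genes, limma found 24.9% of changes of 0.5, 80.4% of changes of 1 and 97.6% of changes of 2 on the log2 scale, with 5.34% of its calls false. Of 15 shifted lists GSEA and camera found 15, and of 140 unshifted lists 0, but redrawn labels on the real arrays called a median of 9 to 12 lists in the comparisons with DIO-HFD. Alternatives fixed in advance were quantile normalization, median centring, leaving out the 30% dimmest genes, all 22206 probe sets, a fit of 2 groups only, trend and robust empirical Bayes, array weights, other set tests and leaving out each array in turn. After the data were seen, fits were added without tumors whose lymph node or muscle score lay more than 1 above the median array, and with the adipocyte score as a covariate, where lists were ranked by moderated t. Group labels were also redrawn in 100 splits per comparison. The GSEA program and Hallmark sets used in the study were not used here.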

Results

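Gene expression was measured in 30 E0771 tumors, 6 from each of 5 groups of mice, with 1 array per tumor. E0771 is a mouse mammary carcinoma line. CON-LFD mice ate a control diet and never became obese. All other mice first became obese on a 60% high-fat diet. DIO-HFD mice stayed obese on that diet. DIO-VSG mice lost weight after vertical sleeve gastrectomy, which removes most of the stomach, and then ate a low-fat diet. The other groups had a sham operation. DIO-CCR mice lost weight by chronic and DIO-ICR mice by intermittent calorie restriction. The tumor cells were placed in the 4th mammary fat pad 25 weeks after the mice were first assigned to a diet, and each tumor was removed at the end of the study.

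The values are log2 expression levels, which ran from 1.48 to 18.57, and the array medians lay between 6.41 and 6.79. The median standard error of a difference between 2 groups was 0.18 over 19505 genes. Genes of neighbouring tissue showed in some tumors. Lymph node genes (among them Cr2, Cxcl13 and Ccl19) averaged 5.26 above the median array in DIO-VSG 1, 2.59 in DIO-HFD 5 and 1.29 in DIO-VSG 5, where the number after a group is the replicate. Skeletal muscle genes such as Ttn and Myh4 averaged 5.0 above it in DIO-VSG 4, 2.22 in CON-LFD 5 and 1.68 in DIO-VSG 3. Adipocyte genes were higher in most DIO-CCR and DIO-ICR tumors than in DIO-HFD tumors.

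**Figure D1:**
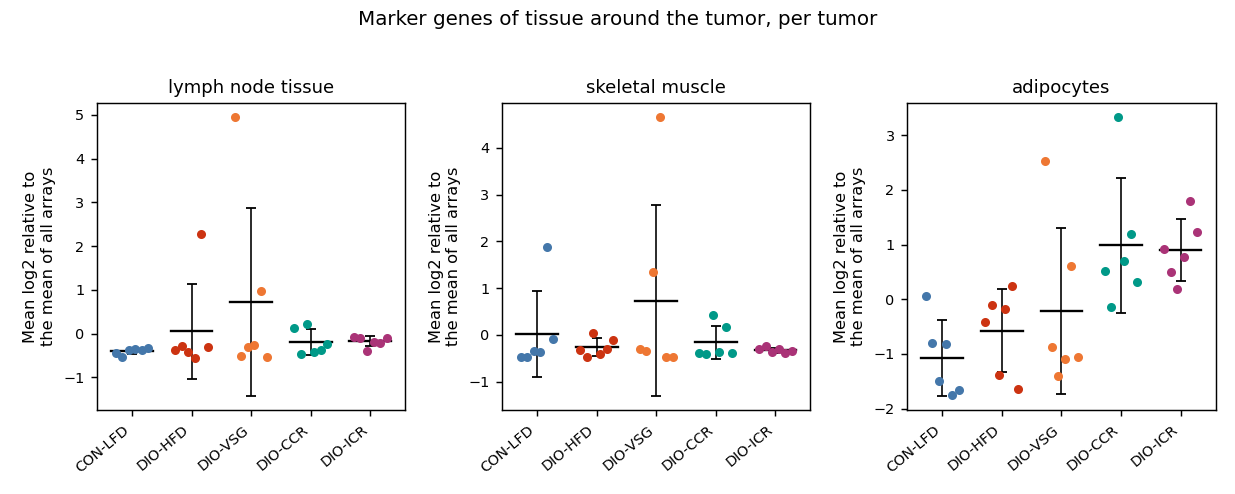
Mean of the lymph node, skeletal muscle and adipocyte genes in each tumor, centred per gene (log2 SST-RMA), for the 5 groups; each point is 1 tumor, the black line the group mean and the bar the SD. DIO-VSG 1 stands 5.26 above the median array for lymph node genes and DIO-VSG 4 stands 5.0 above it for muscle genes, and 5 of 6 DIO-CCR and 5 of 6 DIO-ICR tumors lie above every DIO-HFD tumor for adipocyte genes.

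CON-LFD and DIO-HFD tumors were compared, though obesity and diet cannot be told apart here. Relative to DIO-HFD, neutrophil genes were higher in CON-LFD tumors (adjusted p = 0.0609 with an estimated correlation). S100a9, a calcium-binding protein abundant in neutrophils, rose by 3.64 ± 0.67 on the log2 scale (SE, n = 6 per group, adjusted p = 0.00635), and Cxcl1, a chemokine that attracts neutrophils, rose by 3.13 ± 0.56 (adjusted p = 0.00393), from 6.66 ± 0.81 to 9.79 ± 1.26 (SD). Lcn2, an iron-withholding protein of the acute-phase response, rose by 3.96 ± 0.75 (15.6-fold, adjusted p = 0.00699). Krt8, a keratin of simple epithelia, fell by 2.37 ± 0.56 (adjusted p = 0.0296) and Fcrls, an Fc receptor-like protein of tissue macrophages, fell by 2.26 ± 0.45 (adjusted p = 0.00984).

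Of the other genes among the 20 with the largest change, the alarmin Il33 rose by 2.98, the niacin and ketone body receptor Hcar2 by 2.89 and the macrophage transcription factor Spic by 2.67. Hdc, which makes histamine, rose by 2.24, and Cebpd, a transcription factor of acute inflammation, rose by 2.11. Retnlg (3.38) and S100a8 (2.57) are further neutrophil products that rose. Tom1l1 (3.02), Acpp (2.64), Osbp2 (2.52), the extracellular superoxide dismutase Sod3 (2.38), the bicarbonate transporter Slc4a5 (2.33), the receptor Mrgpra2b (2.23), the interferon-induced factor Batf2 (2.22) and the growth-cone protein Gap43 (2.11) rose too. In all, 194 genes passed limma's test, 80 higher and 114 lower, against 2381 at an unadjusted p under 0.05 where chance would give about 975. Quantile normalization turned the balance to 94 higher and 73 lower, and median centring to 71 and 68 (genes changed, CON-LFD vs DIO-HFD). The count was from 67 (without CON-LFD 3) to 218 (without CON-LFD 6) with 1 array left out and 1.3e+02 (rounded) without the 3 tumors that held lymph node genes. Of the 20 genes, the 6 that lost their call without some single array were Retnlg (CON-LFD 4 or DIO-HFD 5), Cebpd (CON-LFD 3), Batf2 (4 arrays), S100a8 and Krt8 (7 arrays each) and Gap43 (8 arrays).

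Among the gene lists, the 16 measured neutrophil genes had a median change of 1.09 in CON-LFD (GSEA adjusted p = 1.38e-07). S100a9, Retnlg, S100a8, Il1r2 (1.88 ± 0.40) and the neutrophil collagenase Mmp8 (1.89 ± 0.42) rose, 10 were higher when adjusted over the list alone, and with an estimated correlation the list had adjusted p = 0.0609. Of 25 interferon gamma response genes, 24 were higher in sign, with a median of 0.56 (adjusted p = 2.58e-05, and 0.187 with an estimated correlation). Batf2, the guanylate-binding GTPase Gbp4 (1.46 ± 0.33) and the immunoproteasome subunit Psmb9 (0.84 ± 0.21) rose, and 14 genes were higher when adjusted over the list alone. The NF-kB and TNF targets had a median of 0.38 (adjusted p = 0.000188, and 0.187), with Il1b, a cytokine of the inflammasome, up by 1.87 ± 0.39, Cxcl1 up as above, and 9 of 26 higher when adjusted over the list alone. The IL6-JAK-STAT3 genes had a median of 0.24 (adjusted p = 0.00228, and 0.29), with Il1r1 up by 1.48 ± 0.30, Cebpd up as above, and 4 of 22 higher when adjusted over the list alone.

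Lymphocyte lists ranked higher in CON-LFD with small shifts. The median change was 0.29 for cytotoxic lymphocytes (adjusted p = 0.0181, and 0.563 with an estimated correlation), 0.03 for T cells (adjusted p = 0.0214, and 0.773) and 0.25 for checkpoint and regulatory T cells (adjusted p = 0.031, and 0.433). No T cell gene passed over all genes or when adjusted over the list alone. The 1 cytotoxic gene that passed was Ccl5, a chemokine of T and natural killer cells, which fell by 0.89 ± 0.22, against the direction of its list, and 3 checkpoint genes were higher when adjusted over the list alone. The T cell list lost its call without any 1 of 7 arrays (highest adjusted p = 0.41, without DIO-HFD 3) and the checkpoint list without any 1 of 5 (highest adjusted p = 0.166, without DIO-HFD 3). B and plasma cells had a median of -0.42 (adjusted p = 0.000896) and lymph node tissue of -0.43 (adjusted p = 0.000974), each with adjusted p = 0.773 with an estimated correlation, and without DIO-HFD 5 neither was called (adjusted p = 0.686 and 0.938). The interferon gamma, neutrophil and cytotoxic means were 0.66, 1.38 and 0.35 over all tumors and 0.64, 1.28 and 0.43 without the tumors that held lymph node genes.

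Adipocyte genes ranked lower in CON-LFD (median -0.32, adjusted p = 0.000936, and 0.773 with an estimated correlation), with Car3, a carbonic anhydrase of fat, at -1.62 and the lipid-droplet protein Cidec at -1.06, of which none passed. Skeletal muscle genes ranked higher (median 0.25, adjusted p = 0.0025, and 0.773), although the 1 member that passed, the enolase Eno3, fell by 1.34 ± 0.22, and without CON-LFD 5 the list was not called and turned (adjusted p = 0.635). Mammary epithelium ranked higher with a median of 0.15 (adjusted p = 0.0192, and 0.702), with Krt5 at 1.28 and Krt14 at 1.04, while its 1 member that passed, Krt8, fell. That list was not called without CON-LFD 1 or CON-LFD 5 (highest adjusted p = 0.0687). The other 21 lists were not called, with adjusted p from 0.0927 to 0.962. Cell cycle and E2F targets were lower in sign for all but 1 of 27 genes (median -0.21, 7 lower when adjusted over the list alone), with GSEA adjusted p = 0.168, camera adjusted p = 8.15e-07 and 0.324 with an estimated correlation. Cholesterol synthesis had a median of -0.35 (adjusted p = 0.0927), macrophages of -0.56 (adjusted p = 0.525, with 1 gene higher and 7 lower when adjusted over the list alone), and MHC class I presentation of 0.14 (adjusted p = 0.0927, with 6 higher when adjusted over the list alone).

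**Figure D2:**
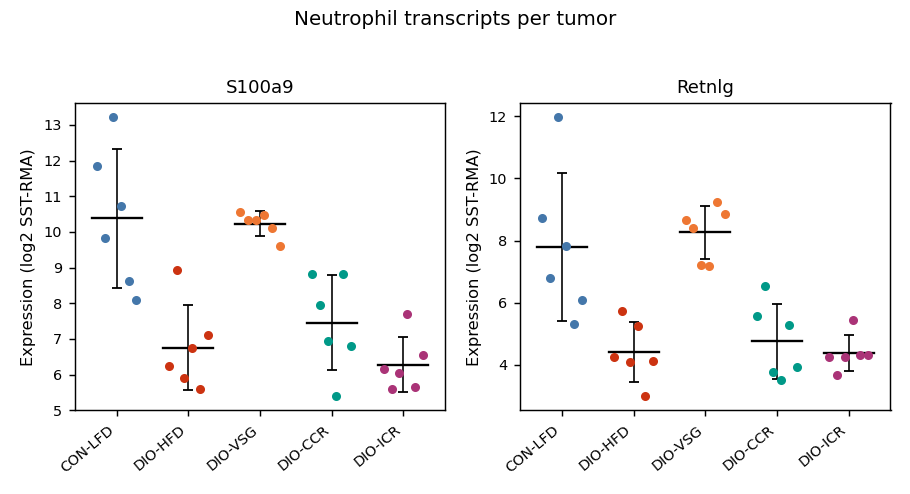
Expression of S100a9 and Retnlg (log2 SST-RMA) in the 5 groups; each point is 1 tumor, the black line the group mean and the bar the SD. S100a9 averages 10.23 ± 0.34 in DIO-VSG and 6.75 ± 1.19 in DIO-HFD, and the CON-LFD tumors spread most, with an SD of 1.95.

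DIO-VSG and DIO-HFD tumors were compared, though surgery, weight loss and diet cannot be told apart. Relative to DIO-HFD, neutrophil genes were higher in DIO-VSG tumors. Retnlg, a resistin-like protein of neutrophils, rose by 3.86 ± 0.74 (n = 6 per group, adjusted p = 0.0291) from a level near the bottom of the scale (4.40 ± 0.97, SD), and S100a9 rose by 3.48 ± 0.67 (11.2-fold, adjusted p = 0.0292), to 10.23 ± 0.34 from 6.75 ± 1.19 (SD). Il1b rose by 1.79 ± 0.39 (adjusted p = 0.0483), the inflammasome sensor Nlrp3 by 1.22 ± 0.25 (adjusted p = 0.0349) and Ccr2, the chemokine receptor of inflammatory monocytes, by 1.18 ± 0.25 (adjusted p = 0.0483). The amino acid transporter genes Slc1a4 and Slc6a9 moved the other way, falling by 1.05 ± 0.18 (adjusted p = 0.0157) and 1.07 ± 0.21 (adjusted p = 0.0303).

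Of the rest of the 20 largest changes, the receptor Tarm1 rose by 2.08, Sirpb1c by 1.33, Mcemp1 by 1.40 and Pilrb1 by 1.11. The sorting receptor Sorl1 (1.97), the actin regulator Phactr1 (1.70), Plac8 (1.69), the aspartic protease Napsa (1.60), the semaphorin Sema4d (1.34), the matrix protein Spon1 (1.27), the exchange factor Arhgef37 (1.16) and the myeloid surface protein Ly6i (1.14) rose, and the peripheral myelin protein Pmp22 fell by 1.70 ± 0.33. In all 30 genes passed limma's test, 20 higher and 10 lower, against 2022 at an unadjusted p under 0.05. The count was 1 without the 3 tumors that held lymph node genes, 5 without the 3 that held muscle genes and 7 with only these groups in the fit. It was from 4 (without DIO-HFD 5) to 47 (without DIO-HFD 2) with 1 array left out, and 10 or fewer without any 1 of 7 arrays. Arhgef37 and Slc1a4 passed whichever single array was left out, Phactr1 failed without DIO-HFD 5, Retnlg without DIO-HFD 3, 5 or 6 or DIO-VSG 2 or 5, and S100a9 without DIO-HFD 3, 4, 5 or 6 or DIO-VSG 2, 3 or 5. Each of the other 15 lost its call without any 1 of at least 4 arrays.

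All 16 neutrophil genes were higher in sign in DIO-VSG, with a median of 1.25 (adjusted p = 1.13e-08, and 0.0189 with an estimated correlation). Every DIO-VSG tumor lay above every DIO-HFD tumor in the mean of the list, and 11 genes were higher when adjusted over the list alone, where 2, Retnlg and S100a9, passed over all genes. S100a8 (2.72) and Mmp8 (1.87) did not pass (adjusted p = 0.0621 and 0.0668). All 25 interferon gamma response genes were higher in sign with a median of 0.68 (adjusted p = 9.15e-05, and 0.0783), and 6 of 6 DIO-VSG tumors lay above every DIO-HFD tumor in the mean of the list. None passed over all genes and 17 were higher when adjusted over the list alone, among them Gbp4 at 1.36 and Irf8 at 0.91. The mean of the interferon gamma genes was 0.71 over all tumors, 0.67 without the tumors that held lymph node genes and 0.61 without those that held muscle genes. The NF-kB and TNF targets (median 0.33, adjusted p = 0.000924, and 0.173) and the IL6-JAK-STAT3 genes (median 0.26, adjusted p = 0.00474, and 0.112) ranked higher, with 1 gene each higher when adjusted over the list alone, and Il1b was the NF-kB target that rose. Antigen presentation by MHC class I ranked higher too (median 0.29, adjusted p = 0.0186, and 0.0804), with H2-T23 at 0.92 and 8 of 18 genes higher when adjusted over the list alone. The type I interferon response had a median of 0.15 (adjusted p = 0.0111, and 0.434) with 0 of 29 higher when adjusted over the list alone, and it was not called without DIO-HFD 3, DIO-HFD 5 or DIO-VSG 3 (highest adjusted p = 0.299).

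The lymphocyte lists moved with the lymph node genes of DIO-VSG 1. T cells had a median of 0.42 (adjusted p = 0.000229, and 0.256 with an estimated correlation), with Cd8a at 1.95 and Cd3e at 1.46, and 2 of 20 were higher when adjusted over the list alone. MHC class II presentation had a median of 0.87 (adjusted p = 0.000785, and 0.16) with H2-Ab1 at 1.47 and 2 of 11 higher when adjusted over the list alone, and B and plasma cells had a median of 0.80 (adjusted p = 0.00817, and 0.434) with Ms4a1 at 1.21 and none so adjusted. Lymph node tissue itself had a median of 0.49 (adjusted p = 0.00293, and 0.484). Without DIO-VSG 1 the call was lost for T cells (adjusted p = 0.089) and MHC class II (adjusted p = 0.184), and B and plasma cells and lymph node tissue turned lower (adjusted p = 0.0382 and 0.0824). Without the tumors that held lymph node genes the mean change was 0.22 for T cells (0.61 over all tumors), 0.44 for MHC class II (0.88) and -0.01 for B and plasma cells (0.71). Cytotoxic lymphocytes kept their call without any single array (median 0.41, adjusted p = 9.15e-05, and 0.173), with Gzmb at 0.53, 2 of 19 higher when adjusted over the list alone, and a mean of 0.38 without the lymph node tumors (0.50 over all). Natural killer cells (median 0.25, adjusted p = 0.0186, and 0.173), checkpoint and regulatory T cells (median 0.37, adjusted p = 0.00902, and 0.112) and dendritic cells (median 0.18, adjusted p = 0.048, and 0.434) each had 1 gene higher when adjusted over the list alone. Without DIO-VSG 1 none of these lists was called (adjusted p = 0.215, 0.153 and 0.679), and that of dendritic cells turned. Natural killer cells also lost their call without DIO-HFD 4 or DIO-VSG 5, and dendritic cells without DIO-HFD 2, 3, 4 or 6 or DIO-VSG 2.

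Skeletal muscle genes had a median of 0.98 (adjusted p = 3.38e-06, and 0.269 with an estimated correlation), with Myh4 at 2.23 and Ttn at 1.81, and a mean of 0.99 that became -0.14 without the tumors that held muscle genes. Adjusted over the list alone only Eno3 differed, at -0.84. Mammary epithelium (median 0.31, adjusted p = 0.00293, and 0.256, Krt19 at 1.39) and adipocytes (median 0.23, adjusted p = 0.0313, and 0.568, Pparg at 0.81) had no member that passed either way, and without DIO-VSG 1 neither was called (adjusted p = 0.408 and 0.154), the adipocyte list with its direction turned. Adipocytes also lost their call without DIO-HFD 3, DIO-HFD 6 or DIO-VSG 5. Endothelium had a median of 0.25 (adjusted p = 0.0429, and 0.233), with Pecam1 at 0.67 and Kdr at 0.51, and lost its call without any 1 of 5 arrays (highest adjusted p = 0.27, without DIO-VSG 1).

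Proliferation and sterol genes ranked lower in DIO-VSG. Cell cycle and E2F targets had a median of -0.20 (adjusted p = 0.0345, and 0.173 with an estimated correlation), with Tk1, which salvages thymidine, at -0.51, Ccna2 at -0.32 and 3 of 27 lower when adjusted over the list alone. All 6 DIO-VSG tumors lay below every DIO-HFD tumor in the mean of that list. All 16 cholesterol synthesis genes were lower in sign (median -0.37, adjusted p = 0.0313, and 0.267), with the mevalonate kinase Mvk at -0.55, Msmo1 at -0.54 and 0 lower when adjusted over the list alone. Genes of the circadian clock had a median of -0.22 (adjusted p = 0.0313, and 0.112), with Per2 at -0.71, 1 of 15 lower when adjusted over the list alone and 6 of 6 DIO-VSG tumors below every DIO-HFD tumor. The unfolded protein response had a median of -0.11 (adjusted p = 0.0429, and 0.182), with Chac1 at -0.93, Trib3 at -0.72 and 5 of 18 lower when adjusted over the list alone. Each of these 4 lists lost its call without DIO-VSG 1 (adjusted p = 0.157, 0.175, 0.089 and 0.168), but without the lymph node tumors their means were -0.18, -0.21, -0.29 and -0.19 (-0.21, -0.37, -0.28 and -0.20 over all), cell cycle also without DIO-HFD 3, cholesterol without DIO-HFD 3 or DIO-VSG 5 or 6, circadian clock without DIO-HFD 4, and the unfolded protein response without DIO-HFD 1, 3 or 4 or DIO-VSG 4 or 5. The other 11 lists were not called, with adjusted p from 0.0544 (complement and coagulation, median 0.16) to 0.982.

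DIO-CCR and DIO-HFD tumors were compared, though restriction, weight loss and diet cannot be told apart. Relative to DIO-HFD, lists of fat tissue and of natural killer cells ranked higher in DIO-CCR, neither with an estimated correlation (adjusted p = 0.286 and 0.2). Retn, the adipocyte hormone resistin, rose by 4.80 ± 1.06 (n = 6 per group, adjusted p = 0.0432), from a level near the bottom of the scale in DIO-HFD (4.68 ± 0.91, SD) to 9.48 ± 2.05. Gzmb, the granzyme with which lymphocytes kill target cells, rose to 9.18 ± 1.07 from 7.41 ± 0.41 (SD, 3.40-fold, adjusted p = 0.0432). Ncr1 and Klrk1, activating receptors of natural killer cells, rose by 1.70 ± 0.37 (adjusted p = 0.0432) and 1.41 ± 0.28 (adjusted p = 0.0325). Rgs16, which dampens G protein signalling, fell by 2.23 ± 0.38 (adjusted p = 0.00884) and Igfbp3, a carrier of insulin-like growth factors, fell by 1.74 ± 0.35 (adjusted p = 0.0372).

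Among the 20 largest changes were also the cytochrome Cyp2e1 (4.17) and the major urinary proteins Mup19 (4.29), Mup22 (4.03) and Mup2 (3.85). The Mup genes are near-identical copies that probes may not tell apart, so which of them rose is uncertain. The natural killer receptor Klrb1b (1.72), the histamine receptor Hrh2 (1.42) and the deiodinase Dio2 (1.33) rose as well. Dppa2 fell by 2.32, the ectonucleotidase Nt5e by 2.03, the adhesion protein Flrt2 by 1.81, Znhit3 by 1.71, the semaphorin Sema3b by 1.47, the collagen receptor Ddr1 by 1.44 and Banp by 1.32. In all 69 genes passed limma's test, 23 higher and 46 lower, against 2354 at an unadjusted p under 0.05 (23 higher and 27 lower after quantile normalization; genes changed, DIO-CCR vs DIO-HFD). The count was 18 with only these groups in the fit, 45 without the tumors that held lymph node genes and 32 with the adipocyte score of each tumor as a covariate. It was from 5 (without DIO-CCR 5) to 83 (without DIO-CCR 6) with 1 array left out, and under 15 without any 1 of 7 arrays. Rgs16 and Banp passed whichever single array was left out, and each of the other 18 lost its call without any 1 of at least 6 arrays (Retn and Ncr1 10, Gzmb 11, Klrk1 6).

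All 20 adipocyte genes were higher in sign in DIO-CCR, with a median of 1.25 (adjusted p = 4.85e-09, and 0.286 with an estimated correlation). The 1 that passed over all genes was Retn, and 12 were higher when adjusted over the list alone, among them Car3 at 3.22 ± 1.04 and the glycerol-phosphate dehydrogenase Gpd1 at 2.36. Adipoq, the adipocyte hormone adiponectin, stood at 3.06 ± 1.23 and did not pass (adjusted p = 0.287). Fatty acid synthesis ranked higher (median 0.31, adjusted p = 0.0253, and 0.464), with Thrsp at 3.44, the desaturase Scd1 at 1.21 and 2 of 13 higher when adjusted over the list alone.

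Cytotoxic lymphocytes had a median of 0.50 (adjusted p = 5.44e-05, and 0.2 with an estimated correlation), natural killer cells of 0.40 (adjusted p = 0.000312, and 0.2) and checkpoint and regulatory T cells of 0.58 (adjusted p = 0.00145, and 0.271). Gzmb and Klrk1 rose in the cytotoxic list, Ncr1 and Klrb1b in that of natural killer cells, while Gzma (1.76), Prf1 (1.23) and the inhibitory receptors Ctla4 (1.28) and Pdcd1 (1.11) did not pass. Adjusted over the list alone, 5 of 19, 6 of 13 and 7 of 15 genes were higher. T cells (median 0.29, adjusted p = 0.00037, and 0.528) had none and the interferon gamma response (median 0.40, adjusted p = 0.00167, and 0.386) had 1 of 25 higher when adjusted over the list alone, with 24 of 25 higher in sign. The adipocyte and lymph node lists moved beside these. Ranked by moderated t with the adipocyte score as a covariate the T cell list turned lower (adjusted p = 0.0427), but not by that ranking alone (adjusted p = 0.00219; T cells list, DIO-CCR vs DIO-HFD). Without the tumors that held lymph node genes the mean was 0.57 for T cells (0.38 over all), 0.79 for cytotoxic lymphocytes (0.71) and 0.45 for the interferon gamma genes (0.47).

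**Figure D3:**
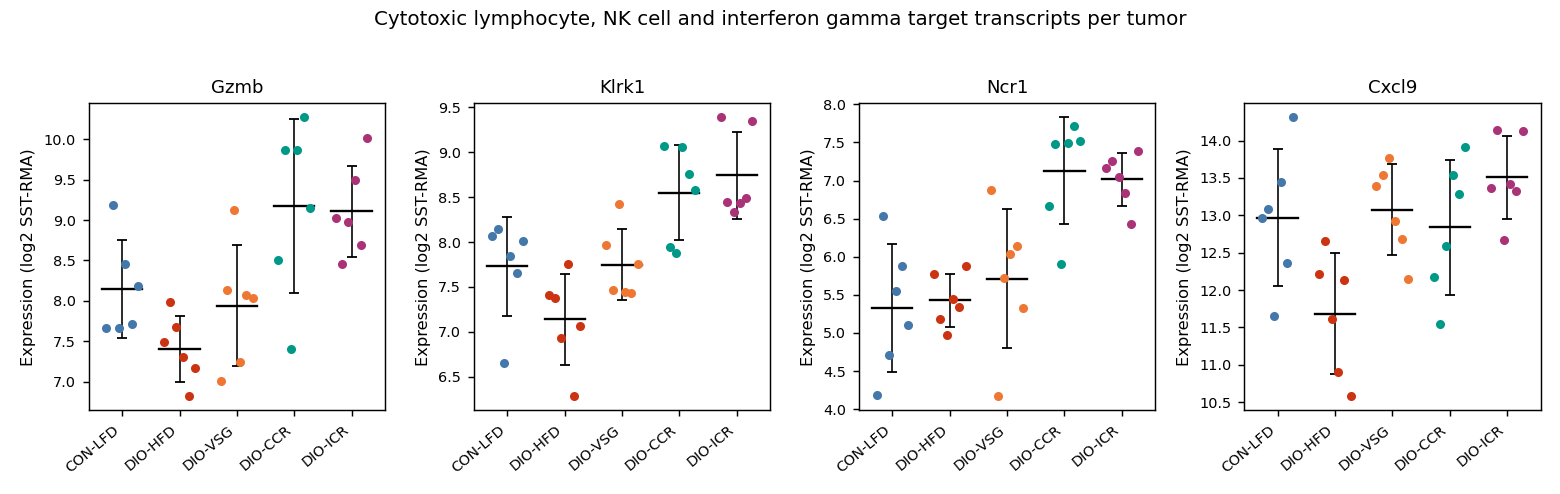
Expression of Gzmb, Klrk1, Ncr1 and Cxcl9 (log2 SST-RMA) in the 5 groups; each point is 1 tumor, the black line the group mean and the bar the SD. Ncr1 averages 7.13 ± 0.70 in DIO-CCR and 7.02 ± 0.35 in DIO-ICR against 5.43 ± 0.35 in DIO-HFD, and every DIO-CCR and DIO-ICR tumor lies above every DIO-HFD tumor for Klrk1 and Ncr1.

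Neutrophil genes ranked higher in DIO-CCR by less than in DIO-VSG (median 0.42, adjusted p = 0.0187, and 0.464 with an estimated correlation), none passed either way, and the list was not called without DIO-HFD 3 or DIO-CCR 5 (highest adjusted p = 0.0725). The type I interferon response (median 0.20, adjusted p = 0.0253, and 0.504) and dendritic cells (median 0.18, adjusted p = 0.0253, and 0.515) had no member that passed either way. The first lost its call without DIO-HFD 3 or 5 or DIO-CCR 2 or 5 (highest adjusted p = 0.207) and the second without DIO-HFD 3, 4 or 6 or DIO-CCR 1 or 6 (highest adjusted p = 0.175). Lower in DIO-CCR were endothelium (median -0.34, adjusted p = 0.00228, and 0.464), with the endothelial receptor Flt1 at -0.55, and extracellular matrix and EMT (median -0.28, adjusted p = 0.011, and 0.464), with the pericyte receptor Pdgfrb at -0.67. Of these, 0 of 17 and 1 of 34 were lower when adjusted over the list alone, and the matrix list lost its call without DIO-HFD 2 (adjusted p = 0.565) or DIO-CCR 2 or 6. B and plasma cells (median -0.58, adjusted p = 2.07e-05, and 0.683) and lymph node tissue (median -0.51, adjusted p = 0.0158, and 0.925) were not called without DIO-HFD 5, the tumor with lymph node genes (adjusted p = 0.54 and 0.638), the latter with its direction turned. The other 19 lists were not called, with adjusted p from 0.0533 to 0.976. In them the clock repressor Nr1d1 fell by 0.97 ± 0.20 and the enolase Eno3, listed under muscle, fell by 1.3 ± 0.22.

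DIO-ICR and DIO-HFD tumors were compared, though restriction, weight loss and diet cannot be told apart. Relative to DIO-HFD, lists of cytotoxic lymphocytes and of fat tissue ranked higher in DIO-ICR, the second not with an estimated correlation (adjusted p = 0.162). Klrk1 rose by 1.60 ± 0.28 (n = 6 per group, adjusted p = 0.0111), Gzmb by 1.70 ± 0.39 (adjusted p = 0.0432) and Cxcl9, an interferon gamma-induced chemokine that attracts T cells, by 1.82 ± 0.42 (3.54-fold, adjusted p = 0.0432), to 13.51 ± 0.56 from 11.69 ± 0.81 (SD). Lag3, an inhibitory receptor of activated T cells, rose by 1.62 ± 0.36 (adjusted p = 0.0379). Retn rose by 5.18 ± 1.06 (adjusted p = 0.0255) and Pparg, the master regulator of fat cell differentiation, by 1.33 ± 0.31 (adjusted p = 0.0446). Igfbp3 fell by 1.75 ± 0.35 (adjusted p = 0.0234) and Fcrls by 2.29 ± 0.45 (adjusted p = 0.0234).

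The remaining genes of the 20 largest changes rose. They were Mup19 (4.98), Mup22 (4.66) and Mup2 (4.50), near-identical copies as above, Cyp2e1 (4.04), the lymphocyte receptors Klrb1b (1.88), Il2rb (1.81), Il18r1 (1.76), Klrd1 (1.64) and Ncr1 (1.59), the Fc receptor Fcgr4 (1.55), Calhm6 (1.55), the phospholipase-like Plbd1 (1.47) and the survival factor Bcl2a1b (1.40). In all 90 genes passed limma's test, 57 higher and 33 lower, against 2105 at an unadjusted p under 0.05. The count was 13 with the adipocyte score as a covariate. It was from 10 (without DIO-ICR 2) to 165 (without DIO-ICR 3) with 1 array left out. Mup19 and Klrk1 passed whichever single array was left out, Mup2 and Mup22 failed without DIO-ICR 6, and each of the other 16 lost its call without any 1 of at least 3 arrays (Retn 7, Cxcl9 and Lag3 9, Gzmb 10).

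Cytotoxic lymphocyte genes had a median of 1.08 in DIO-ICR (adjusted p = 6.93e-08, and 0.0082 with an estimated correlation), natural killer cells of 0.74 (adjusted p = 0.000682, and 0.0082) and checkpoint and regulatory T cells of 0.84 (adjusted p = 0.000835, and 0.00958). Every DIO-ICR tumor lay above every DIO-HFD tumor in the mean of the first 2 lists. Over all genes 3, 3 and 1 passed, and adjusted over the list alone 12 of 19, 7 of 13 and 8 of 15 were higher. These were Gzmb, Klrk1 and Klrd1 in the first, Klrb1b, Il2rb and Ncr1 in the second and Lag3 in the third, beside Prf1 at 1.32 and the ligand Pdcd1lg2 at 2.24, which did not pass. T cells had a median of 0.66 (adjusted p = 2.07e-06, and 0.223), with Cd8a at 2.25, Cd3e at 2.03 and 5 of 20 higher when adjusted over the list alone, and lost their call when ranked by moderated t with the adipocyte score as a covariate (adjusted p = 0.265; T cells list, DIO-ICR vs DIO-HFD). All 25 interferon gamma response genes were higher in sign (median 0.63, adjusted p = 0.000511, and 0.0562), 15 of them when adjusted over the list alone, with Cxcl9 up and the cytokine Ifng at 1.20, which did not pass. MHC class I presentation (median 0.27, adjusted p = 0.0385, and 0.162), with H2-T23 at 0.93 and 8 of 18 higher when adjusted over the list alone, was not called without DIO-HFD 3 (adjusted p = 0.0594). Dendritic cells had a median of 0.62 (adjusted p = 0.000956, and 0.162), with Batf3, the factor of cross-presenting dendritic cells, at 1.22 and 3 of 17 higher when adjusted over the list alone. Without the tumors that held lymph node genes the mean was 0.98 for T cells (0.80 over all), 1.12 for cytotoxic lymphocytes (1.05) and 0.67 for the interferon gamma genes (0.70).

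Adipocyte genes had a median of 1.19 (adjusted p = 4.58e-08, and 0.162 with an estimated correlation), all 20 were higher in sign, and Retn and Pparg passed where 4 did when adjusted over the list alone. Fatty acid synthesis (median 0.17, adjusted p = 0.0485, and 0.471, Thrsp at 3.36) and mammary epithelium (median 0.40, adjusted p = 0.000835, and 0.307, Csn3 at 1.87) ranked higher with no member that passed either way, and both turned lower when ranked by moderated t with the adipocyte score as a covariate (adjusted p = 0.882 and 0.633) and not by that ranking alone. Fatty acid synthesis lost its call without DIO-HFD 1 or DIO-ICR 1, 4 or 6 (highest adjusted p = 0.0814). Extracellular matrix and EMT ranked lower (median -0.35, adjusted p = 0.000223, and 0.223), with 32 of 34 genes lower in sign, Col5a1 at -0.82 and 1 gene lower when adjusted over the list alone. Endothelium ranked lower too (median -0.26, adjusted p = 0.00187, and 0.291), with Esm1, a product of sprouting vessels, at -1.45 and 3 of 17 lower when adjusted over the list alone. The circadian clock had a median of -0.24 (adjusted p = 0.0485, and 0.162), with the clock repressor Nr1d2 falling by 0.72 ± 0.17 and 3 of 15 lower when adjusted over the list alone, and lost its call without any 1 of 7 arrays (highest adjusted p = 0.171, without DIO-ICR 6). B and plasma cells (median -0.31, adjusted p = 0.00798, and 0.916) were not called without DIO-HFD 5 and turned (adjusted p = 0.428). The other 19 lists were not called, with adjusted p from 0.0678 (MHC class II presentation, 6 of 11 higher when adjusted over the list alone) to 0.998. Among their members, Aif1, a macrophage protein, rose by 0.91 ± 0.21 and Chac1, which degrades glutathione, fell by 1.33 ± 0.26.

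**Figure D4:**
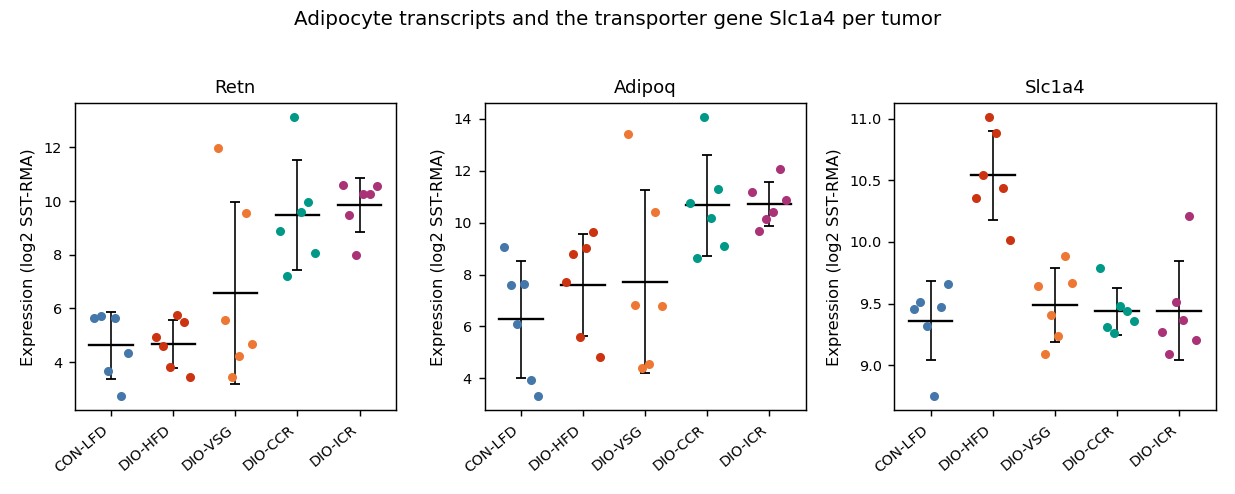
Expression of Retn, Adipoq and Slc1a4 (log2 SST-RMA) in the 5 groups; each point is 1 tumor, the black line the group mean and the bar the SD. Retn averages 9.48 ± 2.05 in DIO-CCR and 9.86 ± 1.00 in DIO-ICR against 4.68 ± 0.91 in DIO-HFD, and Slc1a4 averages 10.54 ± 0.36 in DIO-HFD and 9.36 to 9.49 in the other groups.

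Of the 12 genes fixed as a panel, 10 were measured. Gzmb passed in DIO-CCR and DIO-ICR and Cxcl9 in DIO-ICR, and no other panel gene passed against DIO-HFD. In the order CON-LFD, DIO-VSG, DIO-CCR and DIO-ICR, the T cell gene Cd8a stood at 1.19, 1.95, 1.31 and 2.25, the checkpoint ligand Cd274 at 0.74, 0.82, 0.60 and 0.84 and Ifng at 0.59, 0.34, 0.27 and 1.20. The macrophage receptor Adgre1 stood at -0.66, -0.00, 0.01 and 0.28, the proliferation marker Mki67 at -0.38, -0.14, -0.17 and 0.03 and the collagen Col1a1 at -0.83, -0.60, -0.95 and -1.21. Adipoq stood at -1.33, 0.13, 3.06 and 3.12 and the adipocyte hormone Lep at -1.91, -1.05, 0.67 and 0.27. Without DIO-ICR 3, Ifng (adjusted p = 0.0457) and Cd274 (adjusted p = 0.0489) passed in DIO-ICR.

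Some lists were called in none of these 4 comparisons. In the same order of groups, the medians were -0.56, 0.10, 0.30 and 0.28 for macrophages, -0.25, 0.16, 0.20 and 0.09 for complement and coagulation, and 0.02, -0.10, -0.10 and -0.13 for hypoxia and glycolysis. They were -0.07, -0.03, 0.02 and -0.01 for oxidative phosphorylation, -0.11, -0.06, -0.00 and 0.01 for fatty acid oxidation, and -0.22, -0.08, 0.10 and -0.11 for adipose stromal fibroblasts. For the insulin, IGF and FOXO axis they were -0.24, -0.03, -0.12 and -0.16, with Igfbp3 as the member that fell in DIO-CCR and DIO-ICR and the stress gene Sesn1 in CON-LFD (-0.93 ± 0.20). For glucocorticoid-induced genes they were -0.19, -0.08, 0.08 and -0.16, with Lcn2 up and Klf9 down (-1.12 ± 0.24) in CON-LFD, and for Wnt and Hedgehog targets -0.17, -0.09, -0.19 and -0.10, with the Wnt inhibitor Dkk2 up in CON-LFD (2.00 ± 0.45). The unfolded protein response, called in DIO-VSG, had medians of -0.00, -0.16 and -0.10 in CON-LFD, DIO-CCR and DIO-ICR, and in CON-LFD Trib3 fell by 1.25 ± 0.22 and Chac1 by 1.27 ± 0.26. Median and test differed in sign for 3 lists in CON-LFD, 5 in DIO-VSG, 2 in DIO-CCR and 6 in DIO-ICR, none of them called. The red blood cell list was not tested, since 3 of its 10 genes were measured.

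**Figure D5:**
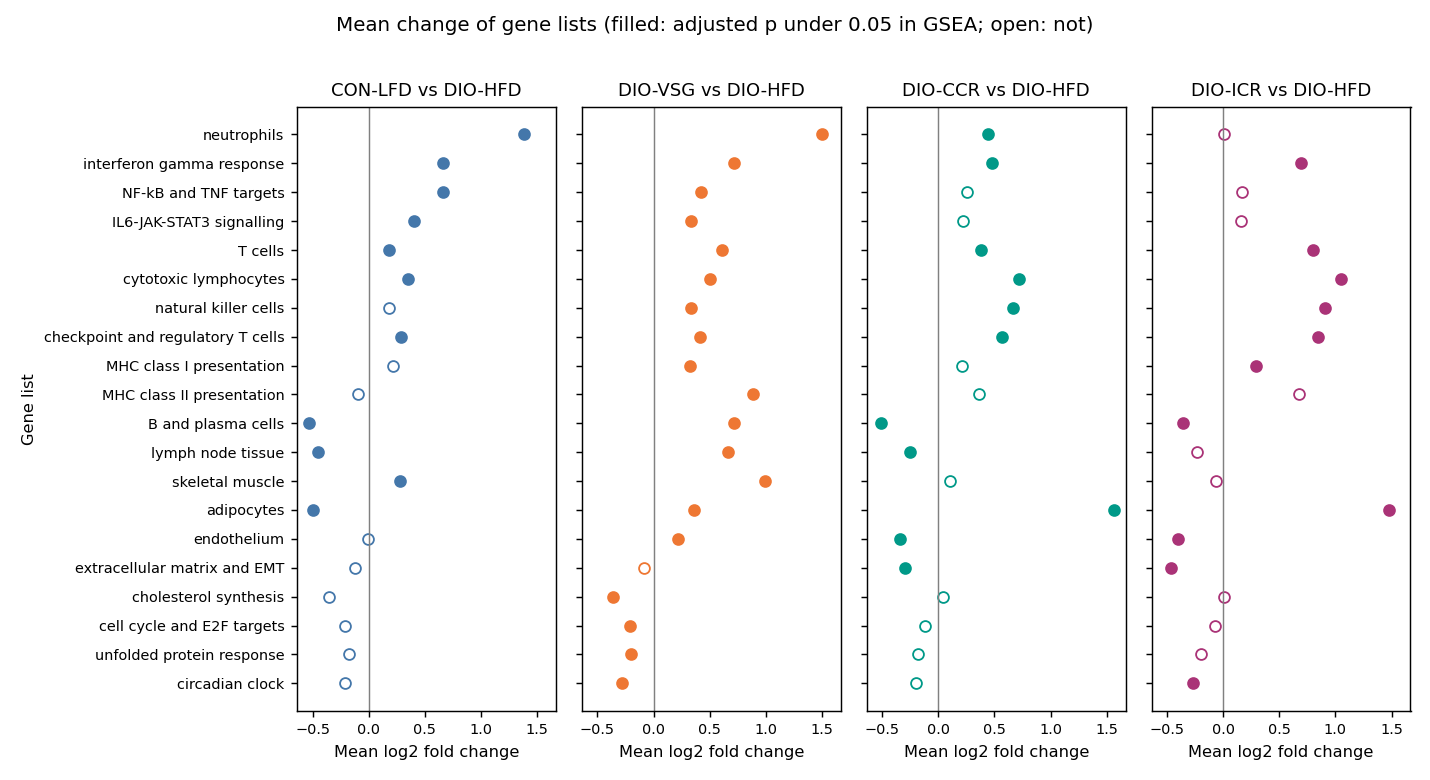
Mean log2 change of 20 gene lists in CON-LFD, DIO-VSG, DIO-CCR and DIO-ICR tumors relative to DIO-HFD; each point is 1 list in 1 comparison, filled where the GSEA adjusted p is under 0.05. Interferon gamma response genes lie between 0.47 and 0.71 in all 4 comparisons, neutrophil genes at 1.38 in CON-LFD and 1.5 in DIO-VSG, and adipocyte genes at 1.56 in DIO-CCR and 1.48 in DIO-ICR.

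Of 691 Reactome pathways, camera with a preset correlation called 63 in CON-LFD (34 higher, 29 lower), 110 in DIO-VSG (41 and 69), 21 in DIO-CCR (11 and 10) and 45 in DIO-ICR (23 and 22) relative to DIO-HFD. With an estimated correlation camera called 0 in each and fgsea called 3, 30, 10 and 21. Interferon gamma signaling was called higher in each of the 4 comparisons (adjusted p = 0.0452, 3.42e-09, 0.00528 and 9.62e-06), as were Inflammasomes, the sensors that activate Il1b (adjusted p = 0.00294, 0.000116, 0.00354 and 0.0133). PD-1 signaling was higher in all groups but CON-LFD (adjusted p = 1.04e-05, 0.00678 and 1.13e-08, medians 0.66, 0.60 and 1.17) and TCR signaling in DIO-VSG and DIO-ICR (adjusted p = 0.000727 and 0.000637). In DIO-VSG the T cell genes moved with lymph node genes, and 38 pathways were called without the lymph node tumors. Mitotic Prometaphase was lower in CON-LFD, DIO-VSG and DIO-CCR (adjusted p = 0.0118, 1.21e-05 and 0.00336), Cholesterol biosynthesis in CON-LFD and DIO-VSG (adjusted p = 0.00645 and 0.00014), DNA Repair in CON-LFD and DIO-VSG (adjusted p = 0.00294 and 0.000588) and Collagen formation in DIO-ICR (adjusted p = 0.00385). Striated Muscle Contraction was higher in DIO-VSG (adjusted p = 0.000782), as were the muscle genes of DIO-VSG 3 and DIO-VSG 4.

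The 3 weight loss groups were compared with one another to ask whether they differ. Between DIO-CCR and DIO-VSG 10 genes passed limma's test, 3 higher and 7 lower in DIO-CCR, against 1824 at an unadjusted p under 0.05. Rgs16 fell by 2.10 (adjusted p = 0.0281), Plat, the tissue plasminogen activator, fell by 1.32 (adjusted p = 0.0314), Banp by 1.13 (adjusted p = 0.0281) and Irak2, a kinase of interleukin-1 signalling, by 0.86 (adjusted p = 0.0468), while the thiamine transporter Slc19a2 rose by 1.08 (adjusted p = 0.0352). The count was 1 after median centring, 0 with only these groups in the fit, 1 without the tumors that held muscle genes, 0 without any 1 of DIO-VSG 2, 4, 5 and 6 and DIO-CCR 3 and 4, and 15 without DIO-VSG 3. None of these 5 genes passed whichever array was left out.

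Between DIO-ICR and DIO-VSG 6 genes passed, 2 higher and 4 lower in DIO-ICR, against 1632 at an unadjusted p under 0.05. The neutrophil genes S100a9 (-3.95, adjusted p = 0.0298) and Retnlg (-3.90, adjusted p = 0.0445, to a level near the bottom of the scale) fell, Plat fell by 1.45 (adjusted p = 0.0298) and Txndc8 by 0.80 (adjusted p = 0.0445), while the protease Mmp25 rose by 1.28 (adjusted p = 0.0445). The count was 15 without the tumors that held lymph node genes, 2 without those that held muscle genes, and 0 without any 1 of DIO-VSG 2, 4 and 6 and DIO-ICR 2, 3 and 5. Between DIO-CCR and DIO-ICR 0 genes passed limma's test, with 928 at an unadjusted p under 0.05 where chance would give about 975, and 0 under the other settings tried.

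Of the lists, 11 were called between DIO-CCR and DIO-VSG. Adipocytes (adjusted p = 7.45e-06) and cholesterol synthesis (adjusted p = 0.0171, 4 genes higher when adjusted over the list alone) ranked higher in DIO-CCR, neither called with an estimated correlation (adjusted p = 0.615 each). Neutrophils (adjusted p = 9.64e-06, 6 lower when adjusted over the list alone) and endothelium (adjusted p = 0.000122, 10 lower so adjusted) ranked lower, with adjusted p = 0.204 and 0.128 with an estimated correlation. Interferon gamma response (adjusted p = 0.0199), MHC class II (adjusted p = 0.0171), T cells (adjusted p = 0.0459), B and plasma cells (adjusted p = 3.3e-09), lymph node tissue (adjusted p = 0.00019), skeletal muscle (adjusted p = 1.38e-06) and extracellular matrix (adjusted p = 0.0171) ranked lower too, with adjusted p of 0.615 or more with an estimated correlation. Without DIO-VSG 1 the call was lost for interferon gamma and for cholesterol synthesis (adjusted p = 0.0596 each), MHC class II (adjusted p = 0.942), T cells, which turned, and lymph node tissue (adjusted p = 0.373). Cytotoxic lymphocytes (adjusted p = 0.00052), natural killer cells (adjusted p = 0.0335), the checkpoint list (adjusted p = 0.0309) and dendritic cells (adjusted p = 0.041) were then called higher in DIO-CCR and NF-kB targets lower (adjusted p = 0.00052). Muscle was not called without DIO-VSG 4 (adjusted p = 0.303) and the matrix list without any 1 of 7 arrays (highest adjusted p = 0.521, without DIO-VSG 4).

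Between DIO-ICR and DIO-VSG 14 lists were called. Cytotoxic lymphocytes (adjusted p = 1.21e-06, and 0.258 with an estimated correlation, 5 higher when adjusted over the list alone), natural killer cells (adjusted p = 0.000262, and 0.225), checkpoint and regulatory T cells (adjusted p = 0.00027, and 0.423), dendritic cells (adjusted p = 0.0186, and 0.588), adipocytes (adjusted p = 1.16e-06, and 0.423) and cholesterol synthesis (adjusted p = 0.0313, and 0.423) ranked higher in DIO-ICR. Neutrophils ranked lower, with a median of -1.45 (adjusted p = 4.42e-07, and 0.0252, 10 of 16 lower when adjusted over the list alone), as did endothelium (adjusted p = 0.000161, and 0.0266, 9 of 17 lower so adjusted). Lower without an estimated correlation only were NF-kB targets (adjusted p = 0.0129, and 0.733), extracellular matrix (adjusted p = 3.48e-05, and 0.423), MHC class II (adjusted p = 0.0391, and 0.877, median 0.03 against a mean of -0.21), B and plasma cells (adjusted p = 1.16e-06, and 0.423), lymph node tissue (adjusted p = 6.81e-05, and 0.557) and muscle (adjusted p = 1.13e-08, and 0.423). Without DIO-VSG 1 B and plasma cells (adjusted p = 0.241), lymph node tissue (adjusted p = 0.75) and cholesterol synthesis (adjusted p = 0.0776) were not called, MHC class II turned, and T cells (adjusted p = 3.95e-06) and mammary epithelium (adjusted p = 0.00171) were called higher in DIO-ICR and the type I interferon response lower (adjusted p = 0.0419). Dendritic cells were not called without DIO-VSG 3 or 6 or DIO-ICR 1. Between DIO-CCR and DIO-ICR 7 lists were called, the interferon gamma response (adjusted p = 0.0139), T cells (adjusted p = 0.00208), cytotoxic lymphocytes and dendritic cells (adjusted p = 0.00755 each), checkpoint and regulatory T cells (adjusted p = 0.0314) and mammary epithelium (adjusted p = 0.00322) lower in DIO-CCR and neutrophils higher (adjusted p = 0.00755), all with adjusted p of 0.964 or more with an estimated correlation. Of these, the interferon gamma list was not called without DIO-ICR 2 or 6 or DIO-CCR 1 or 3 (highest adjusted p = 0.244), the checkpoint list without any 1 of 5 arrays (highest adjusted p = 0.124) and dendritic cells without DIO-CCR 3 (adjusted p = 0.0686).

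The weight loss groups were also compared with CON-LFD, the never-obese mice. Relative to CON-LFD, 5 genes passed in DIO-VSG, the receptor Adgre4 (2.08, adjusted p = 0.0314), Sema4d (1.72, adjusted p = 0.0124), the myeloid receptor Clec5a (1.00, adjusted p = 0.0451) and Txndc8 (0.80, adjusted p = 0.0338) higher and the unnamed gene model Gm5622 lower (-0.99, adjusted p = 0.0124), against 1837 at an unadjusted p under 0.05. The count was 0 with only these groups in the fit, 0 without the tumors that held lymph node genes, 2 without those that held muscle genes, and 0 without any 1 of CON-LFD 3, DIO-VSG 1 and DIO-VSG 5. In DIO-CCR 81 genes passed (42 higher and 39 lower; 34 and 48 after quantile normalization, 32 and 48 after median centring; genes changed, DIO-CCR vs CON-LFD), against 2228 at an unadjusted p under 0.05. Retn rose by 4.85 (adjusted p = 0.0323), Car3 by 4.84 (adjusted p = 0.0273) and Cyp2e1 by 4.27 (adjusted p = 0.0226), while S100a9 fell by 2.94 (adjusted p = 0.0437) and the matrix protein tenascin C, Tnc, by 2.46 (adjusted p = 0.0183). In DIO-ICR 307 genes passed (163 higher and 144 lower; 121 and 177 after quantile normalization, 97 and 199 after median centring; genes changed, DIO-ICR vs CON-LFD), against 2742 at an unadjusted p under 0.05. Retn rose by 5.24 (adjusted p = 0.0135), Car3 by 4.91 (adjusted p = 0.017), Cyp2e1 by 4.14 (adjusted p = 0.0179) and the resistin-like Retnla by 3.99 (adjusted p = 0.0433), while S100a9 fell by 4.11 (adjusted p = 0.00264).

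The count of genes changed, DIO-CCR vs CON-LFD, was from 0 (without CON-LFD 3) to 155 (without DIO-CCR 2) with 1 array left out. That of genes changed, DIO-ICR vs CON-LFD, was from 59 (without CON-LFD 3) to 359 (without CON-LFD 6). Over all 5 groups at once 319 genes differed in limma's F-test (208 without the tumors that held muscle genes). That count (genes changed, any group) was from 177 (without CON-LFD 4) to 512 (without DIO-VSG 1).

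Some genes passed in more than 1 comparison with DIO-HFD. Slc1a4, a transporter of neutral amino acids, was lower in all 4. Cebpg, Nupr1 and Ttbk2 were lower in CON-LFD, DIO-CCR and DIO-ICR, Gpt2 and Srgap3 were lower in CON-LFD, DIO-VSG and DIO-ICR, and Arhgef37 and Sirpb1c were higher in all groups but CON-LFD. Such shared changes among the comparisons with DIO-HFD, in the same direction in at least 2 of the 4, held 53 genes, of which CON-LFD and DIO-VSG shared 6 higher (Il1b, Nlrp3, Phactr1, Retnlg, S100a9 and Tarm1) and 8 lower, and DIO-CCR and DIO-ICR shared 15 higher (among them Retn, Gzmb, Klrk1 and Ncr1) and 11 lower. Independent lists of these sizes would share 0.08 higher and 0.06 lower in the first pair and 0.07 and 0.08 in the second. Unchanged groups simulated against the same DIO-HFD tumors shared 0. With DIO-HFD tumors split into 3 and 3 the mean was 0.25. Few genes can pass in either, so neither tests the overlap. The changes over all genes correlated at 0.55 between CON-LFD and DIO-VSG (simulated 0.53, split tumors 0.24) and at 0.75 between DIO-CCR and DIO-ICR (simulated 0.51, split tumors 0.41). In the second pair the highest simulated covariance (0.0689) was above the real one (0.0666). The other pairs correlated at 0.37 to 0.56 (simulated 0.51 to 0.53). Part of each overlap can come from the shared DIO-HFD tumors.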

Values the study reported

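Tumors weighed 0.88 ± 0.32, 1.20 ± 0.27 and 0.92 ± 0.56 g (SD) in CON-LFD, DIO-HFD and DIO-VSG. DIO-VSG differed from neither. DIO-CCR and DIO-ICR were smaller than all. Mass was not tested here.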

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

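In some groups 1 tumor stood apart from the other 5 in the mean of a gene list (centred per gene) or in a named gene. This held for 21 of 165 groups over 33 lists, where chance marks about 1 in 20 groups (8.25), and for 19 of 375 groups over 75 genes (18.75). DIO-VSG 1 accounted for 15 of them. Its lymph node score was 4.95 (others -0.53 to 0.98), B and plasma cells 5.28, MHC class II presentation 3.02, T cells 2.61, dendritic cells 1.51, natural killer cells 0.66, mammary epithelium 1.60, the insulin, IGF and FOXO axis 1.32 and fatty acid oxidation and peroxisome 0.41. Among genes, Cd8a was 10.95 in DIO-VSG 1 (6.75 to 7.54 in the others), Lep 9.11 (3.81 to 5.26), Sorl1 11.81 (8.49 to 9.25), Pmp22 11.69 (9.81 to 10.33), Il18r1 8.56 (5.68 to 6.69) and Il1b 10.35 (11.58 to 12.1).

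Other tumors stood apart in fewer values. DIO-VSG 4 had a skeletal muscle score of 4.65 and CON-LFD 5 of 1.87, and in CON-LFD 5 Lag3 was 3.92. DIO-HFD 5 had 2.46 for B and plasma cells and 2.27 for lymph node tissue. DIO-HFD 2 had 0.38 for NF-kB and TNF targets, 0.30 for IL6-JAK-STAT3 signalling, 0.64 for complement and coagulation and 9.15 for Hcar2, and DIO-HFD 1 had 8.94 for Krt8. DIO-ICR 6 had a cytotoxic lymphocyte score of 1.20. DIO-ICR 5 had 0.45 for the insulin, IGF and FOXO axis, 8.63 for Lep, 6.06 for Nlrp3 and 10.21 for Slc1a4. DIO-CCR 3 had 0.42 for mammary epithelium, 1.72 for fatty acid synthesis and 12.77 for Cyp2e1, while Adgre1 was 11.43 in DIO-CCR 2 and Slc6a9 was 11.71 in DIO-CCR 6. CON-LFD 1 had -0.19 for the unfolded protein response and 6.08 for Dppa2. Probe sets without a gene name passed too, 14 in CON-LFD, 1 in DIO-VSG, 4 in DIO-CCR and 6 in DIO-ICR relative to DIO-HFD. Klrk1 was 6.65 in CON-LFD 3, Slc1a4 was 8.75 in CON-LFD 4 and Plac8 was 10.34 in CON-LFD 6.

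The interferon gamma response list was weighed against lymph node tissue and surrounding fat in the excised tumor and the T cell list against lymph node tissue, with tests written before their results were seen. With the lymph node score as a covariate the interferon gamma shift was 0.67 ± 0.20 in CON-LFD (0.66 ± 0.19 before), 0.69 ± 0.20 in DIO-VSG (0.71), 0.48 ± 0.20 in DIO-CCR (0.47) and 0.70 ± 0.20 in DIO-ICR (0.70), which leaves lymph node tissue out as the whole cause. With the adipocyte score it was 0.69 ± 0.20, 0.69 ± 0.20, 0.39 ± 0.22 and 0.62 ± 0.22, so that surrounding fat is left out in all but DIO-CCR, where the shift moved little and its error grew. Lymph node tissue would raise B cells with T cells, and the T cell shift minus that of B and plasma cells was 0.72 ± 0.36 in CON-LFD, -0.10 ± 0.36 in DIO-VSG, 0.89 ± 0.36 in DIO-CCR and 1.15 ± 0.36 in DIO-ICR. The DIO-VSG value goes with lymph node tissue in DIO-VSG 1 and 5 as the source of its T cell shift (0.61 ± 0.36), and CON-LFD stays undecided. In DIO-ICR (0.80 ± 0.36) lymph node tissue cannot account for the shift, while in DIO-CCR the shift was small (0.38 ± 0.36) and the difference came mostly from B cells (-0.51, and -0.05 without DIO-HFD 5), which leaves it open. Ranked by moderated t with the adipocyte covariate, chosen after the data were seen, the T cell list turned lower in DIO-CCR (GSEA adjusted p = 0.0427; T cells list, DIO-CCR vs DIO-HFD) and lost its call in DIO-ICR (adjusted p = 0.265; T cells list, DIO-ICR vs DIO-HFD), while by that ranking alone it stayed called (adjusted p = 0.00219 and 2.18e-06), so surrounding fat is not excluded for T cells in either.

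The adipocyte genes of DIO-CCR (1.56 ± 0.59) and DIO-ICR (1.48 ± 0.59) were weighed with tests chosen after the result was seen. Adipocyte genes rose above endothelial genes, which fell, by 1.91 ± 0.59 and 1.88 ± 0.59. A lower share of tumor cells would raise both, so it is at most part of this. More of the same surrounding fat would move each gene by its share of the score, and on the log2 scale 6 genes in DIO-CCR and 7 in DIO-ICR departed from this by more than 2 SE, a number reached in 5 and 1 of 100 draws of permuted labels (highest other 8 in each). On the linear scale 3 genes departed in each, a number reached in 20 and 24 draws (highest other 7 and 6). More fat in the sample may therefore account for DIO-CCR, while DIO-ICR stays undecided because the scales differ, and fat cells that changed under restriction were not tested apart from it.

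The neutrophil genes of CON-LFD (1.38 ± 0.33) and DIO-VSG (1.5 ± 0.33) were weighed with tests chosen after the result was seen. With the lymph node score as a covariate the shifts were 1.39 ± 0.34 and 1.47 ± 0.34, which excludes lymph node tissue as the whole cause. Blood left in the tumor would raise red cell genes as well, and the neutrophil shift minus that of red cells was 1.66 ± 0.32 and 1.84 ± 0.32, with Alas2 at -0.52 and -0.59, but 3 red cell genes are too few to decide. More neutrophils, or more activity of their genes, could each give this pattern, and the data do not tell them apart.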

How the results depend on the processing

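With 6 tumors per group the gene counts depend strongly on single tumors and on the tumors that held lymph node or muscle genes, and most list calls depend on treating the genes of a list as nearly independent. Counts written with an exponent (1.3e+02) are rounded. No paired analysis was possible, as the labels pair no mice. The count of genes between DIO-CCR and DIO-ICR stayed 0 under every setting tried. The cause of each change below was not tested, except that estimated correlations call fewer sets by construction, a fit of 2 groups has fewer arrays, and leaving out dim genes lowers the number of tests. Of the values that do not count results, 1294 kept their call and direction, 416 lost their call, 5 gained one and 30 turned over all settings other than single arrays left out. Lists not called in GSEA were also called in other tests, by camera with the preset correlation 4 in CON-LFD, 2 in DIO-VSG, 9 in DIO-CCR and 7 in DIO-ICR relative to DIO-HFD, and 0 with an estimated correlation. Batches, plate positions and RNA quality were not tried, as the labels give none, nor were the raw arrays normalized again.

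Relative to DIO-HFD, the number of genes changed, CON-LFD vs DIO-HFD (194), was 374 with array weights, 1.3e+02 without the lymph node tumors, and from 67 (without CON-LFD 3) to 218 (without CON-LFD 6) with 1 array left out. In DIO-VSG (30) it was 7 with a fit of the 2 groups only, 46 without the 30% dimmest genes, 1 without the lymph node tumors, 5 without the muscle tumors, and from 4 (DIO-HFD 5) to 47 (DIO-HFD 2) with 1 left out. For DIO-CCR (69) it was 1.3e+02 with array weights, 18 with a fit of the 2 groups only, 1.1e+02 without the dimmest genes, 45 without the lymph node tumors, 32 with the adipocyte covariate, and from 5 (DIO-CCR 5) to 83 (DIO-CCR 6) with 1 left out. For genes changed, DIO-ICR vs DIO-HFD (90), it was 209 with array weights, 1.4e+02 without the dimmest genes, 13 with the adipocyte covariate, and from 10 (DIO-ICR 2) to 165 (DIO-ICR 3) with 1 left out.

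Between DIO-CCR and DIO-VSG the count of genes (10) was 1 after median centring, 17 with trend and robust empirical Bayes, 0 with a fit of the 2 groups only, 1 without the muscle tumors, 67 with the adipocyte covariate, and from 0 (DIO-VSG 2) to 15 (DIO-VSG 3) with 1 left out. Between DIO-ICR and DIO-VSG (6) it was 3 with array weights, 2 with all probe sets, 15 without the lymph node tumors, 2 without the muscle tumors, 15 with the adipocyte covariate, and from 0 (DIO-VSG 2) to 7 (DIO-ICR 1) with 1 left out. Relative to CON-LFD, in DIO-VSG (5) it was 3 after median centring, 0 with a fit of the 2 groups only, 0 without the lymph node tumors, 2 without the muscle tumors, 2 with the adipocyte covariate, and from 0 (CON-LFD 3) to 7 (CON-LFD 6) with 1 left out. For genes changed, DIO-CCR vs CON-LFD (81), it was 159 with array weights, 13 with a fit of the 2 groups only, 1.4e+02 without the dimmest genes, 53 without the muscle tumors, 4 with the adipocyte covariate, and from 0 (CON-LFD 3) to 155 (DIO-CCR 2) with 1 left out. For genes changed, DIO-ICR vs CON-LFD (307), it was 474 with array weights, 156 without the muscle tumors, 26 with the adipocyte covariate, and from 59 (CON-LFD 3) to 359 (CON-LFD 6) with 1 left out. For genes changed, any group (319), it was 590 with array weights, 208 without the muscle tumors, and from 177 (CON-LFD 4) to 512 (DIO-VSG 1) with 1 left out.

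Some panel genes near 0 turned direction. Adgre1 in DIO-VSG was 0.036 after quantile normalization and -0.056 to 0.08 with 1 array left out (DIO-HFD 5 and DIO-HFD 2). In DIO-CCR it was -0.02 after median centring, -0.0068 with array weights, -0.048 without the lymph node tumors and -0.058 to 0.16 with 1 left out (DIO-CCR 6 and DIO-CCR 2). The value of Adipoq, DIO-VSG vs DIO-HFD, was -0.63 with array weights, -1.55 without the lymph node tumors and -1.01 to 0.79 with 1 left out (DIO-VSG 1 and DIO-VSG 3). Mki67 in DIO-ICR was -0.02 after median centring and -0.038 to 0.0797 with 1 left out (DIO-ICR 5 and DIO-HFD 5), and Lep in DIO-ICR was -0.11 to 0.58 (DIO-HFD 6 and DIO-HFD 5).

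With an estimated correlation camera called 0 lists in CON-LFD (12 in GSEA), 1 in DIO-VSG (22), 0 in DIO-CCR (14) and 3 in DIO-ICR (14) relative to DIO-HFD, 0 between DIO-CCR and DIO-VSG (11), 2 between DIO-ICR and DIO-VSG (14) and 0 between DIO-CCR and DIO-ICR (7), and fry called 3, 6, 0, 7, 0, 2 and 0. In DIO-VSG 10 were called without the lymph node tumors and 9 (without DIO-VSG 1) to 24 (without DIO-VSG 6) with 1 left out. Between DIO-CCR and DIO-ICR 11 were called without the dimmest genes, 13 with the adipocyte covariate and 5 (DIO-ICR 2) to 12 (DIO-CCR 6) with 1 left out.

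Lists that turned are given by adjusted p from GSEA under the setting (limma's moderated t ranked the genes where named and in each fit with the adipocyte covariate). In CON-LFD skeletal muscle had adjusted p = 0.502 when ranked by moderated t, 0.635 without the muscle tumors, 0.335 with the adipocyte covariate and 0.000587 to 0.635 with 1 left out (CON-LFD 1 and CON-LFD 5), and lymph node tissue had adjusted p = 0.948 with the adipocyte covariate. In DIO-VSG without the lymph node tumors, B and plasma cells had adjusted p = 0.866, adipocytes 0.0046, mammary epithelium 0.701 and lymph node tissue 0.561, and skeletal muscle had adjusted p = 0.127 without the muscle tumors. With 1 array left out, B and plasma cells had adjusted p = 3.19e-08 (DIO-HFD 5) to 0.0432 (DIO-HFD 3), dendritic cells 0.00366 (DIO-VSG 6) to 0.679 (DIO-VSG 1), adipocytes 0.00333 (DIO-VSG 3) to 0.238 (DIO-HFD 6) and lymph node tissue 0.000485 (DIO-HFD 5) to 0.0824 (DIO-VSG 1). In DIO-CCR lymph node tissue had adjusted p = 0.638 without the lymph node tumors and 0.00095 (DIO-CCR 3) to 0.638 (DIO-HFD 5) with 1 left out, and with the adipocyte covariate T cells had adjusted p = 0.0427 and dendritic cells 0.646. In DIO-ICR B and plasma cells had adjusted p = 0.428 without the lymph node tumors and 0.000319 (DIO-HFD 2) to 0.428 (DIO-HFD 5) with 1 left out, and with the adipocyte covariate mammary epithelium had adjusted p = 0.633 and fatty acid synthesis 0.882.

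Between DIO-CCR and DIO-VSG without the lymph node tumors, MHC class II had adjusted p = 0.64, T cells 0.013 and lymph node tissue 0.186, and the skeletal muscle list, DIO-CCR vs DIO-VSG, had adjusted p = 0.00521 without the muscle tumors. T cells had adjusted p = 0.000986 (DIO-VSG 6) to 0.163 (DIO-CCR 2) with 1 left out and turned without DIO-VSG 1. Between DIO-ICR and DIO-VSG without the lymph node tumors, MHC class II had adjusted p = 0.0925, B and plasma cells 0.222 and lymph node tissue 0.0925, and skeletal muscle had adjusted p = 0.488 without the muscle tumors. MHC class II had adjusted p = 0.00692 (DIO-VSG 3) to 0.396 (DIO-ICR 3) with 1 left out and turned without DIO-VSG 1.

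Of Reactome pathways, camera with an estimated correlation called 0 in each comparison with DIO-HFD. In CON-LFD (63) fgsea called 3, 26 were called without the lymph node tumors and 31 (CON-LFD 3) to 70 (DIO-HFD 1) with 1 left out. In DIO-VSG (110) fgsea called 30, 38 were called without the lymph node tumors and 29 (DIO-VSG 1) to 135 (DIO-VSG 2) with 1 left out. In DIO-CCR (21) fgsea called 10, and 5 (DIO-HFD 3) to 68 (DIO-CCR 1) were called with 1 left out. In DIO-ICR (45) fgsea called 21, and 21 (DIO-HFD 6) to 77 (DIO-ICR 3) were called with 1 left out. The shared changes among the comparisons with DIO-HFD (53) were 85 without the dimmest genes and 0.25 on average with the DIO-HFD tumors split into 3 and 3.

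Of 100 label splits that include the real one, 1 gave as many genes as the real one in every comparison but DIO-CCR vs DIO-ICR, where 100 did (0, highest other 2). The highest other counts were 1 in CON-LFD (194), 5 in DIO-VSG (30), 2 in DIO-CCR (69) and 8 in DIO-ICR (90) relative to DIO-HFD, 8 between DIO-CCR and DIO-VSG (10), 3 between DIO-ICR and DIO-VSG (6), 1, 4 and 47 in DIO-VSG (5), DIO-CCR (81) and DIO-ICR (307) relative to CON-LFD, and 2 over all groups (319). These exclude chance, save for counts as low as 10, 6 and 5, but not neighbouring tissue. For lists the median of the other splits was 9 in CON-LFD, 12 in DIO-VSG, 9 in DIO-CCR and 10 in DIO-ICR. In DIO-VSG another split reached the count (2 splits, 22, highest other 22). It fell under that median without DIO-VSG 1 (9) or the lymph node tumors (10). Chance is not excluded there. It is not excluded in CON-LFD (23 splits, 12, highest other 19), DIO-CCR (8 splits, 14 and 19), DIO-ICR (24 splits, 14 and 21), or between DIO-CCR and DIO-VSG (57 splits, 11 and 18), DIO-ICR and DIO-VSG (24 splits, 14 and 18) and DIO-CCR and DIO-ICR (28 splits, 7 and 13). For Reactome pathways it is not excluded in CON-LFD (21 splits, 63, highest other 177), DIO-VSG (6 splits, 110 and 158), DIO-CCR (21 splits, 21 and 81) or DIO-ICR (17 splits, 45 and 111). Some splits called several times the real number, from a structure among the tumors other than the groups or from genes of a set that vary together, which was not tested.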

Other observations

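Some genes of amino acid supply that the transcription factor ATF4 switches on under nutrient stress were lower than in DIO-HFD. The neutral amino acid transporter Slc1a4 fell in all 4 groups (-1.18 in CON-LFD, -1.05 in DIO-VSG, -1.10 in DIO-CCR and -1.10 in DIO-ICR). The stress pseudokinase Trib3 (-1.25), the arginine transporter Slc7a3 (-1.28) and the one-carbon enzyme Mthfd2 (-0.51) fell in CON-LFD, and the glutathione-degrading Chac1 fell in CON-LFD (-1.27) and DIO-ICR (-1.33). The stress factor Nupr1 (-0.62, -0.53 and -0.46) and Cebpg, a partner of ATF4 (-0.43, -0.44 and -0.42), fell in CON-LFD, DIO-CCR and DIO-ICR, and the transaminase Gpt2 in CON-LFD (-0.54), DIO-VSG (-0.72) and DIO-ICR (-0.77). Pck2 (-0.82 and -0.81), Gadd45a (-0.83 and -0.89) and the tRNA synthetase Cars (-0.52 and -0.44) fell in DIO-CCR and DIO-ICR. Asns, which makes asparagine, stood at -0.43, -0.15, -0.34 and -0.31 and passed in none, and the cystine transporter Slc7a11 stood at 1.40, 1.55, 0.56 and 0.10, against the others.

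That ATF4 targets as a set are lower was a hypothesis formed, with its test, after these genes were seen. Of 42 targets 39 were measured, and 16 passed in some comparison, all lower (12 in CON-LFD, 3 in DIO-VSG, 8 in DIO-CCR and 8 in DIO-ICR). In the 23 that passed nowhere the mean shift was -0.18 ± 0.05 in CON-LFD, -0.068 ± 0.053 in DIO-VSG, -0.11 ± 0.05 in DIO-CCR and -0.16 ± 0.05 in DIO-ICR, with 20, 18, 18 and 18 of 23 lower in sign. The values suggest lower ATF4 targets in CON-LFD and DIO-ICR and leave DIO-VSG undecided. In DIO-CCR the shift shrank to -0.086 with 1 tumor left out, under 2 SE, so the result there hangs on single tumors. The 4 comparisons share the DIO-HFD tumors, so they do not repeat one another. Which cells of the sample carry the change was not tested.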
